A study of Brevundimonas subvibrioides with 9 samples. Its data were reported in "Transcriptional rewiring of the GcrA/CcrM bacterial epigenetic regulatory system in closely related bacteria" (2021).

How the data were processed

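RNA from wild-type (WT) *B. subvibrioides* and from 2 mutants was sequenced in 3 replicates per strain, giving 9 libraries. Per the labels, the groups are WT, *gcrA* and *ccrM*. The methods of the study describe the *gcrA* strain as a deletion and the *ccrM* strain as carrying a plasmid integrated in the gene. Cells were grown in PYE, a rich peptone and yeast extract medium, and RNA was taken in mid log phase from independently grown cultures. Ribosomal RNA was depleted, cDNA was primed with random primers, and libraries were made with the Nextera XT kit, which fragments double-stranded cDNA with a transposase.

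The authors trimmed the reads with Trimmomatic, mapped them to the *B. subvibrioides* genome with Bowtie2 and tested genes with DESeq2. The deposited count table holds whole read counts per gene, not normalised and not pooled. The read counter, the annotation, the genome build, the tool versions and the use of strand are not given in the sources used here. Reads of overlapping genes, of genes on opposite strands and of similar copies (such as phage genes) could therefore have been assigned to the wrong gene. The 3 deposited comparison tables were made by the authors from all 9 libraries. In them the mean of the counts divided by size factors is a signal pooled over all libraries, and the deposited fold change and its standard error are on the log2 scale. The deposited Wald statistic and the weight of independent hypothesis weighting (IHW) are scores. The deposited p-values are raw, Benjamini-Hochberg adjusted, weighted, and adjusted by IHW, a method that weights tests by a covariate. The values of these tests were used only for the comparison in the closing section. The table for *gcrA* against WT also gave older locus tags and product names, by which the gene sets were defined.

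The count table holds 3273 genes and no row without a gene name. One RefSeq gene list (assembly ASM14460v1) was used for gene names and for which genes neighbour each other. It matched 3219 genes by locus tag and 20 more by the older locus tag, and 34 genes had no place in the gene order. No coordinates are given, because the build of the counts is not stated. Library totals ranged from 6027183 counts (*gcrA* replicate 1) to 10555428 counts (*ccrM* replicate 1). The filter filterByExpr of edgeR (minimum count 10, minimum total 15) removed 45 genes and left 3228 tested genes. The common biological coefficient of variation was 8.88%, and the median standard error of a log2 fold change was 0.11 in each of the 3 contrasts.

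Counts as deposited were normalised with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 (robust glmQLFit, glmQLFTest) in R 4.3.3. All 9 libraries entered 1 fit with the group as the only term, so that the 3 groups shared an estimate of spread. The contrasts were *ccrM* against WT, *gcrA* against WT and *gcrA* against *ccrM*. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called when its adjusted p was under 0.01 and its change was more than 2-fold, which are the cutoffs of the study. The standard error of a log2 fold change was its size divided by the square root of F. Levels are CPM (counts scaled to a common library total) after TMM, given as mean ± SD over 3 libraries. Gene sets were tested on log2 CPM (prior count 2) with fry, a self-contained test with a directional and a mixed form, and camera, a competitive test with a preset correlation of 0.01, both in limma 3.58.1. Set p-values were adjusted over the 4 combinations of set and contrast, and a set was taken as changed at an adjusted p under 0.01. The prophage set was Bresu_0058 to Bresu_0084 (26 genes in the table), and the flagellar set was the 36 genes whose product name contains "flagell".

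Named genes followed a rule set before the data were examined. It takes *gcrA*, *ccrM* and the 2 genes on each side of each, and 19 genes discussed by the study. For each mutant it takes, outside the prophage operon, the 4 called genes with the greatest rise and the 4 with the greatest fall whose 3 mutant libraries all lay beyond the 3 WT libraries. From the prophage operon it takes the gene with the highest mean count and those with the greatest and the smallest change. Lastly it takes up to 3 genes called in both mutants with opposite signs. The tests, the cutoffs and most alternatives were also set before the data were examined.

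The 2 contrasts against WT share the WT libraries. Chance values were taken from 20 simulations in which both mutants were unchanged, and from 20 in which the fitted *gcrA* effects were kept and the *ccrM* effects were shuffled among genes of like level. In both, all 9 libraries were drawn from negative binomial distributions with the WT means and the fitted dispersions. The tests were run on simulated data with 200 changed genes, each changed by clearly more than 2-fold. For *ccrM* against WT the edgeR test recovered 98% of the changed genes, with 0 false calls over 3223 genes. For *gcrA* against WT it recovered 100% with 0 over 3222 genes, and for *gcrA* against *ccrM* 99.5% with 0 over 3222 genes. Changes near 2-fold were not simulated, so these values do not give the recovery of genes near the threshold.

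The alternatives were DESeq2 size factors and upper-quartile factors in edgeR, no low-count filter, at least 10 CPM in 3 libraries, the Wald test of DESeq2 1.42.0, limma-voom, a fit of only the 2 groups compared, the replicate number as a block, a test against 2-fold (glmTreat), a lower fold threshold, no fold threshold, an adjusted p under 0.05, removal of the prophage genes before normalisation, and leaving out each library in turn. GANTC sites upstream of called genes were not analysed here, because that test needs a genome sequence.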

Results

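Transcript levels were measured by RNA-seq in *Brevundimonas subvibrioides*, a member of the Alphaproteobacteria, in WT and in mutants of *gcrA* and *ccrM*. CcrM is a DNA methyltransferase that methylates the adenine of GANTC sites. GcrA is a transcriptional regulator thought to act at promoters with such sites, although the study also found GcrA bound at promoters without one. There were 3 groups of 3 libraries. The WT libraries held 7795780, 7987013 and 7537644 counts, the *gcrA* libraries 6027183, 7035401 and 6850099, and the *ccrM* libraries 10555428, 9129755 and 7731202. Between 4 and 13 genes had 0 counts in a library. The gene with the highest count took between 4.31% and 5.07% of a library.

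Replicates of each group differed by more than sampling noise. The chi-square per degree of freedom between 2 libraries of a group ranged from 8.89 to 35.6 (9 pairs). The first principal component of log2 CPM held 62.2% of the variance and the second 24.3%. The 2 nearest libraries of each of the 9 libraries carried its own label. The greatest distance between libraries within a group was 17.3 and the smallest distance between groups was 26.4 (Euclidean, log2 CPM over all tested genes).

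The mutated genes were examined first, since their levels check the labels. The *gcrA* gene (Bresu_0624) had 1181, 779 and 1166 counts in the WT libraries, 1252, 1127 and 825 in the *ccrM* libraries, and 157, 123 and 155 in the *gcrA* libraries. Its level was 135 ± 25.2 CPM in WT and 22.0 ± 4.77 CPM in *gcrA* (SD, n = 3). The log2 fold change was -2.62 (SE 0.15, adjusted p 6.67e-10, edgeR) in *gcrA* and -0.22 (SE 0.13, adjusted p 0.191) in *ccrM*. The level left in *gcrA* was above 0, and which part of the gene was deleted is not given in the sources used here. The *ccrM* gene (Bresu_2693) was at 557 ± 94.2 CPM in WT, 606 ± 45.3 CPM in *ccrM* and 535 ± 46.6 CPM in *gcrA*. Its change in *ccrM* was smaller than the replicate error allows to detect (log2 fold change 0.12, SE 0.11, adjusted p 0.372). On leaving out 1 library it ranged from 0.04 to 0.27, the latter without WT replicate 2 (adjusted p 0.0241, edgeR), which is not past the cutoff. The *ccrM* strain carries an integrated plasmid rather than a deletion, so the count over the whole gene does not check the label of these libraries.

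Since an integrated plasmid can change transcription nearby, the 2 genes on each side of each mutated gene were compared. Next to *ccrM*, *murC* (Bresu_2692, UDP-N-acetylmuramate-L-alanine ligase) rose from 221 ± 3.29 CPM in WT to 616 ± 22.0 CPM in *ccrM* (log2 fold change 1.48, SE 0.08, adjusted p 8.19e-10, edgeR). The change of *murC* in *gcrA* was 0.23 (adjusted p 0.0397), which is not past the cutoff. The other 3 neighbours of *ccrM* changed by 0.28 to 0.35 on the log2 scale, and of these only Bresu_2695 passed the adjusted p cutoff (0.28, SE 0.07, adjusted p 0.00476). The adjusted p of Bresu_2695 was no longer past the cutoff without WT replicate 1 (0.0268) or *ccrM* replicate 1 (0.0168), 2 (0.0177) or 3 (0.0126). Bresu_2694 passed it with upper-quartile factors (0.00277), with DESeq2 (0.00743) and without WT replicate 2 (0.00246), and *murB* without WT replicate 3 (0.00858). None of the 4 neighbours of *gcrA* passed the adjusted p cutoff of edgeR in *gcrA* or was called by DESeq2 or limma-voom, and 2 had an unadjusted p under 0.05. Their log2 fold changes ranged from 0.12 (*apaG*) to 0.65 (Bresu_0622). With the replicate number as a block in edgeR, Bresu_0626 passed the cutoff (adjusted p 0.00708).

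**Figure D1:**
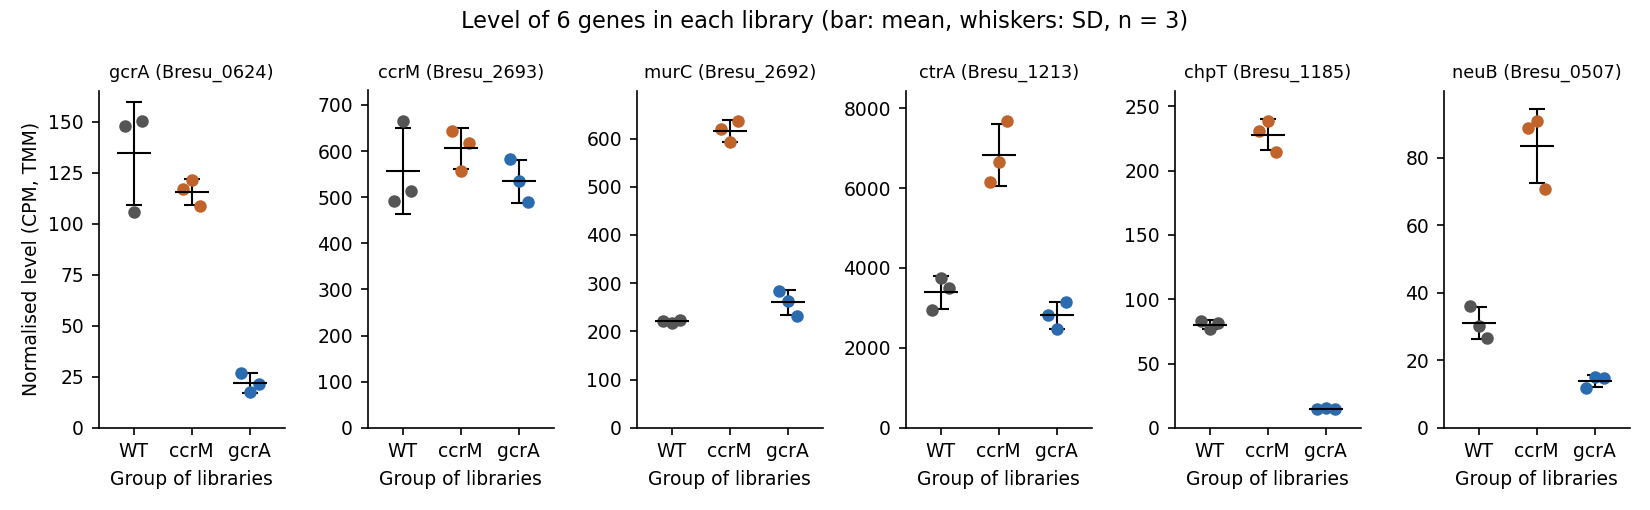
Normalised level (CPM after TMM, vertical axis from 0) of *gcrA*, *ccrM*, *murC*, *ctrA*, *chpT* and *neuB* in the 3 groups on the horizontal axis, where each point is a library, the bar is the mean and the whiskers are the SD (n = 3). The *gcrA* gene is lower in all 3 *gcrA* libraries, *murC* is higher in all 3 *ccrM* libraries, and *chpT* lies above WT in *ccrM* and below WT in *gcrA*.

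To ask which transcripts depend on CcrM, the *ccrM* libraries were compared with WT. Of 3228 tested genes, 130 (4.03%) were called, 55 higher and 75 lower in *ccrM*. The choice of fold threshold moved this count most, since 1000 genes (31.0%) passed the adjusted p cutoff with no fold threshold and 32 were called when the change was tested against 2-fold. The median log2 fold change of all genes was -0.01. Outside the prophage operon, the greatest rise was that of Bresu_1403, at 3 counts over the WT libraries and 108 over the *ccrM* libraries. The ratio of its normalised counts was 30.2, with a 95% exact interval of 10.1 to 149 that covers counting error only. The log2 fold change of Bresu_1403, 4.75 with edgeR, ranged from 4.21 without WT replicate 3 to 5.625 without WT replicate 2. The neighbouring gene Bresu_1402 (endolysin) rose from 1.503 ± 0.504 to 32.04 ± 2.59 CPM (log2 fold change 4.39, SE 0.24, adjusted p 8.19e-10). Bresu_1065 rose by 3.20 (SE 0.13) and Bresu_1404, at 2.01 CPM in *ccrM*, by 2.89 (SE 0.44). The greatest falls were those of Bresu_1366, from 27.6 ± 3.97 to 2.15 ± 0.49 CPM (-3.70, SE 0.19, adjusted p 7.67e-10), Bresu_2752 (PhoH, -3.21, SE 0.12), Bresu_1647 (limonene-1,2-epoxide hydrolase, -2.66, SE 0.15) and Bresu_2003 (-2.36, SE 0.14). The 4 genes with the greatest falls were also called lower in *gcrA*.

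The *gcrA* libraries were compared with WT to ask which transcripts depend on GcrA. There were 127 called genes (3.93%), 42 higher and 85 lower in *gcrA*, and 568 genes (17.6%) passed the adjusted p cutoff alone. All 26 genes of the prophage operon were among the genes called lower. Outside the operon 101 genes were called, of which 59 were lower. The greatest rises were those of Bresu_1691, from 6.84 ± 1.81 to 56.9 ± 3.13 CPM (log2 fold change 3.05, SE 0.15, adjusted p 4.51e-11, edgeR), Bresu_0759 (glutathione S-transferase, 2.68, SE 0.14), Bresu_0248 (2.68, SE 0.44, at 2.29 CPM in *gcrA*) and Bresu_2711 (2.42, SE 0.17). The greatest falls outside the operon were those of Bresu_0087 (-4.59, SE 0.18), Bresu_0091 (-4.41, SE 0.28), Bresu_0053 (-4.13, SE 0.19) and Bresu_0086 (-4.10, SE 0.18), and these genes lie near the operon on either side.

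The study found the operon Bresu_0058 to Bresu_0084 in these libraries and takes it as probably, not certainly, part of a prophage, so a test of the set is not independent evidence. The operon held 110797 counts over the WT libraries, 111383 over the *ccrM* libraries and 1999 over the *gcrA* libraries, which are 0.475%, 0.406% and 0.010% of all counts. The median log2 fold change in *gcrA* was -5.68 over the 26 genes, and all 26 were lower (fry adjusted p 5.42e-08, camera adjusted p 7.03e-40). With the correlation between genes estimated rather than preset, camera gave an adjusted p of 0.0109, which is just above the 0.01 cutoff. The gene with the highest count, Bresu_0083 (terminase), fell from 1122 ± 198 to 14.2 ± 1.28 CPM (-6.30, SE 0.15, adjusted p 6.18e-15). Bresu_0058 (glycoside hydrolase) fell least, by 2.97 on the log2 scale (SE 0.13). The greatest change was that of Bresu_0082, with 1178 counts over the WT libraries and 3 over the *gcrA* libraries. Its ratio of WT to *gcrA* was 340, with a 95% exact interval of 116 to 1650 for counting error. Its log2 fold change of -8.27 (edgeR) ranged from -9.21 without *gcrA* replicate 1 to -7.70 without *gcrA* replicate 2. In *ccrM* none of the 26 genes was called, and neither test showed a change of the set (median -0.21, fry adjusted p 0.328, camera adjusted p 0.28). On leaving out 1 library these values moved from 0.0263 (fry) and 0.0225 (camera) without WT replicate 3, with a median of -0.34, to 0.783 and 0.738 without WT replicate 2, and none was past the cutoff. DESeq2 and limma-voom also called 0 of the 26 in *ccrM*, while with edgeR 15 had an unadjusted p under 0.05 and 6 passed the adjusted p cutoff alone, 5 lower and 1 higher.

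**Figure D2:**
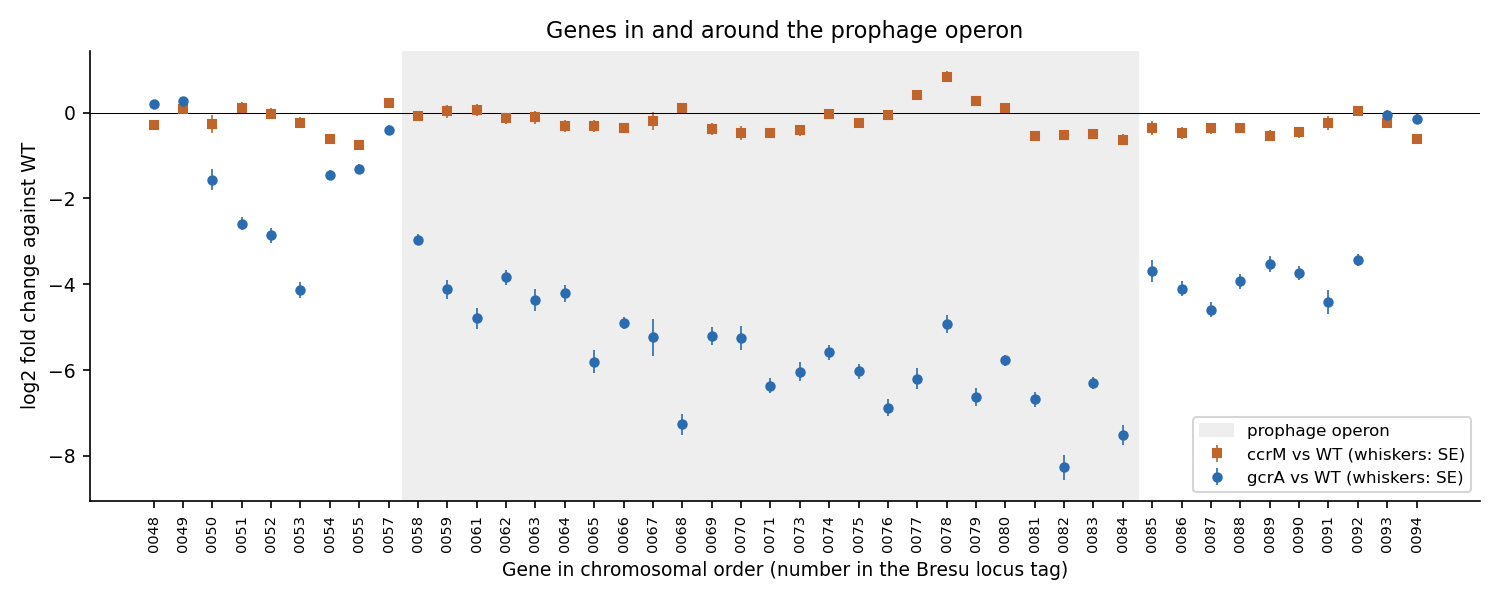
log2 fold change against WT (vertical axis, whiskers are the SE) of genes in chromosomal order (horizontal axis) in *gcrA* (circles) and *ccrM* (squares), with the prophage operon shaded. In *gcrA* 39 of the 40 genes drawn from Bresu_0050 to Bresu_0092 were called lower and in *ccrM* none was called, while Bresu_0060, also called lower in *gcrA*, has no place in the gene order and is not drawn.

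The 2 mutants were compared with each other directly, which leaves WT out of the contrast and tests whether their effects differ. There were 191 called genes, 90 higher and 101 lower in *gcrA* than in *ccrM*. All 26 genes of the prophage operon were among the lower ones, and of the 165 called outside it 75 were lower. In this fit the excess of lower genes thus came from the operon. With upper-quartile factors 77 genes were higher and 107 lower, counting the operon, so the balance outside it depends on the scaling. Of the 95 genes called in *ccrM* alone, 40 were also called between the mutants, and of the 92 called in *gcrA* alone, 73 were. For the remaining genes a call in 1 mutant alone does not show that the mutants differ. A call between the mutants also needs a 2-fold change, and some remaining genes, such as *fliE* and *fliP*, passed the adjusted p cutoff without it.

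Genes called in both mutants were counted, because GcrA is thought to act largely through the GANTC sites that CcrM methylates. There were 35 such genes, 27 lower in both, 6 higher in both and 2 with opposite signs. Simulations with unchanged mutants against shared WT libraries gave 0 such genes in each of 20 runs. Simulations with unrelated effects of the size seen here gave 7.7 on average, with a range of 3 to 11. Of these, 5.65 had the same sign in both (range 1 to 10), against 33 seen, and 2.05 had opposite signs (range 0 to 8), so the 2 opposite ones seen are no more than unrelated effects give. Across genes, which are not independent replicates, the Pearson correlation of the log2 fold changes was 0.281, and 0.383 without the prophage operon. Unchanged mutants gave a correlation of 0.50 from the shared WT libraries alone, and unrelated effects gave 0.0505 (range 0.0192 to 0.0974), or 0.0612 without the operon (range 0.0231 to 0.115). The genes with opposite signs were *chpT* (Bresu_1185) and *neuB* (Bresu_0507, N-acetylneuraminate synthase). The level of *chpT* was 80.3 ± 3.36 CPM in WT, 228 ± 12.1 CPM in *ccrM* and 14.95 ± 0.535 CPM in *gcrA*, and its log2 fold change between *gcrA* and *ccrM* was -3.93 (SE 0.10, adjusted p 1.23e-14, edgeR). The level of *neuB* was 30.99 CPM in WT, 83.52 CPM in *ccrM* and 13.85 CPM in *gcrA* (n = 3 each), with log2 fold changes of 1.43 (SE 0.13) in *ccrM* and -1.15 (SE 0.15) in *gcrA*.

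**Figure D3:**
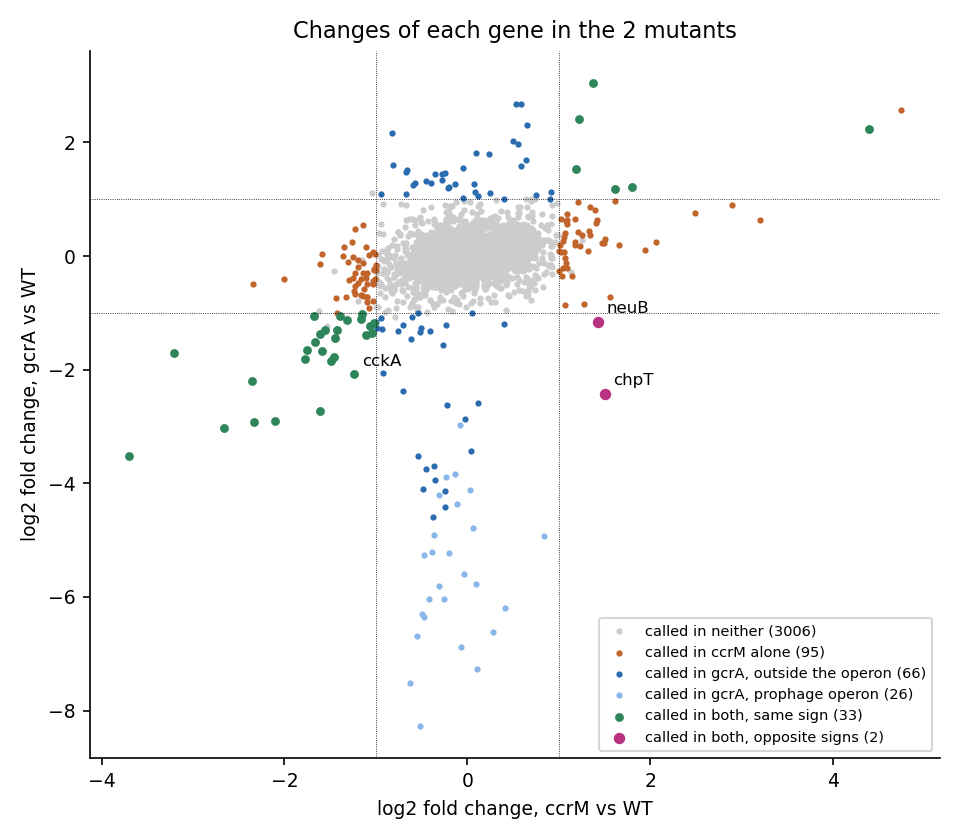
log2 fold change of each tested gene in *ccrM* (horizontal axis) and in *gcrA* (vertical axis), with dotted lines at a 2-fold change and colours for the genes called in each mutant. The 33 genes called in both with the same sign lie mostly at the lower left, *chpT* and *neuB* lie at the lower right, and the 26 prophage genes fall along the vertical axis.

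The 19 genes discussed by the study were partly chosen by it from these libraries, so the list is not independent evidence. In *ccrM*, 18 of the 19 passed the adjusted p cutoff and 9 were called, 8 lower and 1 higher. In *gcrA*, 17 passed it and 10 were called, all 10 lower. Adjusted over the list alone, 18 passed the cutoff in *ccrM* and 18 in *gcrA*, with 9 and 10 called. The sensor kinase gene *cckA* (Bresu_3016) was at 133 ± 8.06 CPM in WT, 56.46 CPM in *ccrM* (log2 fold change -1.24, SE 0.09, adjusted p 1.29e-08) and 31.38 CPM in *gcrA* (-2.08, SE 0.09, adjusted p 1.33e-11). The genes of DNA topoisomerases *gyrA* and *parE* were called lower in both mutants, with *gyrA* at -1.15 and -1.02 and *parE* at -1.01 and -1.18 in *ccrM* and *gcrA*. The repair gene *mutL* was also called lower in both (-1.46 and -1.78), at 19.3 CPM in WT.

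The response regulator gene *ctrA* (Bresu_1213) was at 3392 ± 415 CPM in WT and 6824 ± 775 CPM in *ccrM* (log2 fold change 1.01, SE 0.12, adjusted p 6.02e-06). This value lies at the 2-fold threshold, and it was 0.92 without WT replicate 1 and 0.92 without *ccrM* replicate 3, so the call rests on those libraries. In *gcrA* the change of *ctrA* was -0.27 (SE 0.12, adjusted p 0.103), which is not past the cutoff, and the mutants differed (-1.28, SE 0.12, adjusted p 3.36e-07). The gene *sciP* (Bresu_1445) fell in *gcrA* (-1.005, SE 0.07, adjusted p 7.61e-09) and did not change detectably in *ccrM* (0.06, adjusted p 0.521). The 2-fold calls of *sciP*, *parC* and *gyrA* in *gcrA* and of *parE* in *ccrM* were lost with upper-quartile factors, at -0.97, -0.97, -0.98 and -0.95, while their adjusted p stayed under 0.01. The same calls were lost on leaving out WT replicate 3 (*sciP*, -0.99), WT replicate 2 (*parC*, -0.97, *gyrA*, -0.98, and *parE*, -0.97), *gcrA* replicate 2 (*sciP*, -0.997, and *parC*, -0.97), *gcrA* replicate 3 (*gyrA*, -0.98) or *ccrM* replicate 2 (*parE*, -0.98). The division gene *ftsN* (Bresu_2988) rose in *ccrM* (0.64, SE 0.09, adjusted p 1.98e-05) and fell in *gcrA* (-0.37, SE 0.09, adjusted p 0.0046), and *divL* (Bresu_0517) rose in *ccrM* (0.40, adjusted p 0.00161) and fell in *gcrA* (-1.20, adjusted p 4.04e-08). The fall of *ftsN* in *gcrA* was not past the adjusted p cutoff with upper-quartile factors (0.0138) or without WT replicate 1 (0.0237), WT replicate 3 (0.0107) or *gcrA* replicate 1 (0.0282), and the rise of *divL* in *ccrM* was not past it without *ccrM* replicate 2 (0.0134). Both differed between the mutants, by -1.02 (*ftsN*, adjusted p 1.2e-07) and -1.60 (*divL*, adjusted p 8.22e-10).

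**Figure D4:**
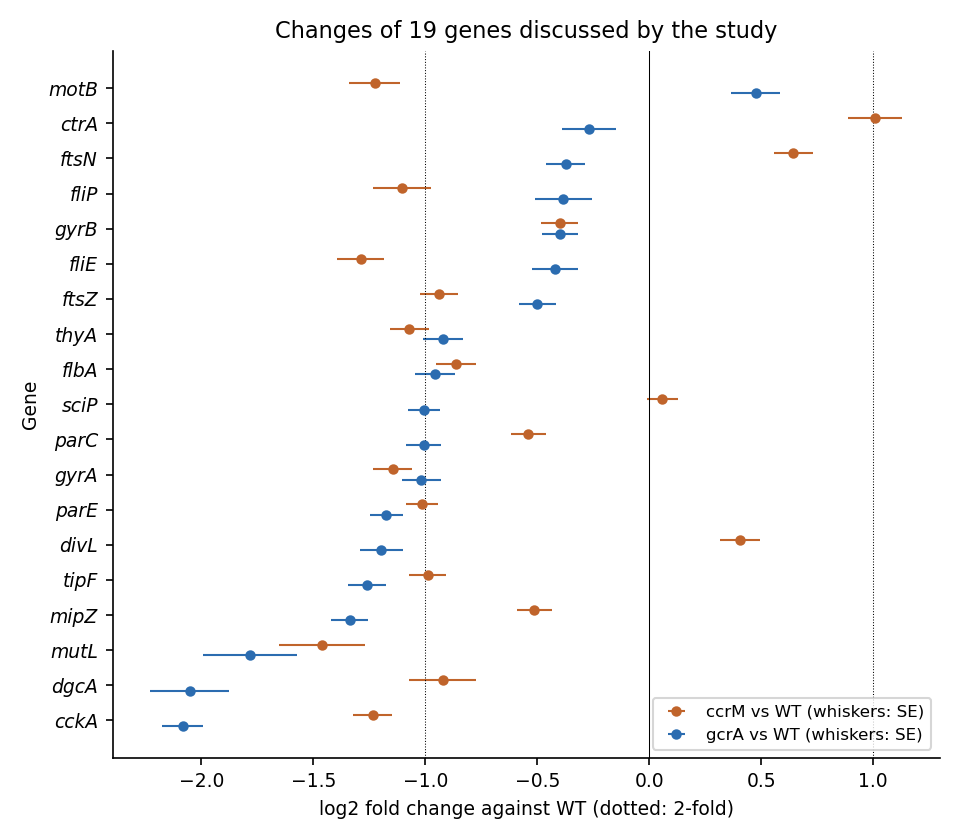
log2 fold change against WT (horizontal axis, whiskers are the SE, dotted lines mark 2-fold) of the 19 genes discussed by the study (vertical axis) in *ccrM* and *gcrA*. In *gcrA* 18 of the 19 lie below 0, and in *ccrM* 15 do.

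Flagellar genes were tested as a set, since the study discusses them in both mutants. The median log2 fold change of the 36 genes was -0.09 in *ccrM* and -0.08 in *gcrA*. In *ccrM* 17 passed the adjusted p cutoff, 7 higher and 10 lower, and 3 were called, *motB* (Bresu_0853, -1.23, SE 0.11), *fliE* (Bresu_2992, -1.29, SE 0.10) and *fliP* (Bresu_2996, -1.10, SE 0.13). In *gcrA* 12 passed it, 4 higher and 8 lower, and none was called by edgeR, DESeq2 or limma-voom, with 19 at an unadjusted p under 0.05. The set was not past the cutoff in *ccrM* by fry (adjusted p 0.0316) or camera (0.575). In *gcrA* it was past the cutoff by fry (lower, adjusted p 0.00365) and not by camera (0.242), nor by camera with an estimated correlation (0.552). These tests ask for a shared direction. The mixed form of fry, which counts changes in either direction, gave an adjusted p of 4.42e-09 in *ccrM* and 4.42e-09 in *gcrA*. It does not compare the set with other genes, and of all tested genes 31.0% in *ccrM* and 17.6% in *gcrA* passed the adjusted p cutoff. The mixed form therefore does not show that flagellar genes changed more than others. Without *gcrA* replicate 3 or WT replicate 1 the fry value in *gcrA* was 0.0109 or 0.0114, and with upper-quartile factors it was 0.0455. Between the mutants *motB* was higher in *gcrA* than in *ccrM* (1.70, SE 0.11, adjusted p 4.74e-09), as were *fliE* (0.87, SE 0.11, adjusted p 6.66e-06) and *fliP* (0.72, SE 0.13, adjusted p 0.000309).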

Values the study reported

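With a cutoff of P<0.01 the study reported 1082 genes as misregulated in the *ccrM* mutant. With the added requirement of a more than 2-fold change it reported 129 genes for the *ccrM* mutant, 74 down and 55 up. For the *gcrA* mutant it reported 131 genes under both cutoffs, of which 87 went down and 44 went up. It described Bresu_0058 to Bresu_0084 as a single operon of 26 genes. For *ftsN* it gave an expression more than 1.56-fold higher in the *ccrM* mutant.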

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

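Of the tests in this part, those on the shared WT libraries, on depth and on the adjacent genes were chosen after the results were seen. Both genes are here because the effects of the 2 mutations against WT went in opposite directions and the direct contrast of the mutants showed the difference. Simulated unrelated effects gave 2.05 such genes on average (range 0 to 8), so their number does not point to a link between the 2 mutations. With 3 libraries per group no single library was tested as an outlier.

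The gene *chpT* (Bresu_1185) was called higher in *ccrM* (log2 fold change 1.51) and called lower in *gcrA* (-2.42), and the difference between *gcrA* and *ccrM* was -3.93 (adjusted p 1.23e-14, edgeR quasi-likelihood test). All 3 *ccrM* libraries lay above and all 3 *gcrA* libraries below the WT libraries. The difference between the mutants does not use the WT level, but the opposite signs do. No single WT library sets the signs, since the change against WT closest to 0 was 1.47 with 1 WT library left out. An error in the 3 WT libraries shared by neighbouring genes is argued against by the adjacent genes, which changed little against WT. Bresu_1184 changed by -0.11 in *ccrM* and 0.02 in *gcrA*, and *cysQ* by 0.18 and -0.07. To undo either sign, an error in *chpT* alone would have to reach 1.51 on the log2 scale in WT. The 3 WT libraries lay at 80.3 ± 3.36 CPM. An error of that size confined to *chpT* in all 3 is not excluded, because no other libraries measure the WT level. A difference in depth between the groups would move genes of like level together, and *chpT* lay far beyond the 200 genes nearest in level, whose 5th to 95th percentile between the mutants was -0.849 to 0.653. Of the 200, 1 fell as far, a prophage gene. No single library carried the difference, which was -3.91 at its smallest over the 9 fits that each left out 1 library. Reads taken over from adjacent genes are argued against by those genes, of which the most changed (*cysQ*) moved by -0.25. Across the other alternatives the value ranged from -3.96 to -3.92, and its adjusted p over all alternatives from 5.77e-240 (DESeq2) to 7.04e-12 (without *gcrA* replicate 2). A biological difference between the 2 mutants stays open as an untested explanation. Reads from a similar copy elsewhere were not tested, because no genome sequence was used here.

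The gene *neuB* (Bresu_0507) was called higher in *ccrM* (1.43) and called lower in *gcrA* (-1.15), with a difference between the mutants of -2.59 (adjusted p 3.3e-10). With 1 WT library left out the change against WT closest to 0 was -1.03. To undo either sign, an error common to the 3 WT libraries would have to reach 1.15 on the log2 scale. The adjacent gene Bresu_0508 showed no such error, with 0.14 in *ccrM* and 0.23 in *gcrA*. The other adjacent gene moved with *neuB*, as given below. An error confined to these genes in all 3 WT libraries is therefore not excluded, as no other libraries measure the WT level. The 200 genes nearest in level had a 5th to 95th percentile of -0.899 to 0.716, and 7 of them, 6 in the prophage operon, fell as far as *neuB*, which argues against depth. The smallest difference with 1 library left out was -2.49. One adjacent gene, Bresu_0506 (acetyltransferase), moved the same way by -1.93, with 1.07 in *ccrM* and -0.86 in *gcrA*, while the gene on the other side (Bresu_0508) moved by 0.09. Reads from a neighbour that changed less cannot give the greater change of *neuB*, but a shared transcript of both genes may explain that they move together. That was not tested.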

How the results depend on the processing

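Both alternatives based on the authors' deposited tables were chosen after the data were seen, and the others before. GANTC sites near called genes were not analysed here under any alternative, because no genome sequence was used.

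The counts of called genes stayed within 1.5 times of the reported ones under both other scalings, both other filters, both other tools, the fit of only the 2 groups compared, an adjusted p under 0.05, removal of the prophage genes, and both alternatives from the authors' tables. In *ccrM* the counts under the other scalings were 128 (DESeq2 size factors) and 121 (upper-quartile), and 129 with DESeq2 and 127 with limma-voom. In *gcrA* the corresponding counts were 127, 129, 127 and 130, and between the mutants 185, 184, 183 and 194. DESeq2 called 129 of the 130 genes in *ccrM*, 126 of the 127 in *gcrA* and 182 of the 191 between the mutants, with no sign change. Removing the prophage genes left 100 calls in *gcrA*, 59 of them lower.

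The fold threshold set the counts. Testing against 2-fold (glmTreat) called 32 genes in *ccrM*, 71 in *gcrA* and 78 between the mutants, all of them among the genes called by the 2-fold filter, because a gene must then lie beyond 2-fold by more than its error. With no fold threshold there were 1000, 568 and 1087 genes. A threshold of 0.81 on the log2 scale gave 221 genes in *ccrM*. Upper-quartile factors moved the median log2 fold change of all genes in *ccrM* by 0.06, the greatest shift of any scaling, and the share of lower genes there from 57.7% to 51.2%.

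Leaving out 1 library gave 119 to 137 called genes in *ccrM*, 127 to 134 in *gcrA* and 169 to 201 between the mutants, 32 to 39 called in both mutants, and 2 to 3 with opposite signs. The correlation of the log2 fold changes ranged from 0.262 to 0.312, and without the prophage operon from 0.353 to 0.414. Of 78 pairs of a named gene and a contrast, 67 kept their sign and their call under the 15 alternatives run for single genes (the other scalings, no filter, DESeq2, limma-voom, the block and each library left out), and of the 46 called pairs 41 did. The adjusted p alone crossed its cutoff under at least 1 of these in 12 pairs, and none of the 12 was called. The 5 called pairs that changed lay near 2-fold: *ctrA* and *parE* in *ccrM*, and *sciP*, *parC* and *gyrA* in *gcrA*. Others passed 2-fold on leaving out 1 library: *tipF* in *ccrM* without WT replicate 3 (-1.06), *ccrM* replicate 2 (-1.01) or *ccrM* replicate 3 (-1.001), *dgcA* in *ccrM* without WT replicate 2 or *ccrM* replicate 1 (-1.02 in each), *flbA* in *gcrA* without *gcrA* replicate 2 (-1.01), and *thyA* in *gcrA* without *gcrA* replicate 1 (-1.02).

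Signs changed only for uncalled values near 0. The *ccrM* gene in *gcrA* ranged from -0.14 to 0.0779 on leaving out 1 library, with 0.0779 without WT replicate 2 and 0.000209 without *gcrA* replicate 3. Bresu_0058 in *ccrM* ranged from -0.175 to 0.0727, the latter without WT replicate 2. The cause was not tested.

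For the prophage set in *gcrA*, camera with an estimated correlation gave an adjusted p of 0.0109, above the cutoff, since the estimated correlation between these genes was 0.343 in place of the preset 0.01. The fry value of the flagellar set in *gcrA* ranged from 0.00313 to 0.0114 on leaving out 1 library, past the cutoff in 7 of 9 fits, and it was 0.0455 with upper-quartile factors. The cause was not tested.

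Of the 9 pairs of libraries with the same replicate number in different groups, 2 had a correlation of their deviations from the group means over 0.1. The range was -0.205 to 0.338, so the numbers do not pair the libraries. Pairs with different numbers ranged from -0.381 (WT replicate 1 and *ccrM* replicate 3) to 0.351 (WT replicate 2 and *gcrA* replicate 1). A batch that does not follow the numbers is thus not excluded, and a block on the number does not model it. With the replicate number as a block, 126 genes were called in *ccrM*, 128 in *gcrA* and 185 between the mutants, and 34 in both mutants. The block changed no call of a named gene.

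Depth limits the genes at a few counts. Bresu_1403 and Bresu_0082 had 3 counts over the 3 libraries of a group, and their ratios carry intervals of 10.1 to 149 and 116 to 1650. Their log2 fold changes moved more than those of the other named genes on leaving out 1 library, from 4.21 to 5.625 and from -9.21 to -7.70. Requiring 10 CPM in 3 libraries called 115 genes in *ccrM*, 112 in *gcrA* and 156 between the mutants, because fewer genes were tested.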

Other observations

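The tests in this part on the block around the prophage operon, on low counts and shared reads in the second region, on replication state, on *murC*, on exchanged libraries and on the deposited fold changes were chosen after the results were seen.

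Other splits of the libraries were counted for each contrast. For *ccrM* against WT, *gcrA* against WT and *gcrA* against *ccrM*, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many called genes, namely the real one, and the other 9 gave 0 calls. With 10 splits the share cannot fall under 0.1, so this count alone cannot decide on chance. The simulations with unchanged mutants gave 0 called genes in each of 20 runs for both contrasts against WT. With 130 genes called in *ccrM* and 127 in *gcrA*, this argues against replicate noise of the fitted size as their source. The contrast between the mutants was not simulated in this way.

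The lowered block in *gcrA* was longer than the operon. In the gene order, 6 genes before the operon (Bresu_0050 to Bresu_0055) and 8 genes after it (Bresu_0085 to Bresu_0092) were also called lower, with log2 fold changes from -4.59 to -1.32, and in *ccrM* none of the block's genes was called. These genes were chosen after their values were seen, except those the rule names. At the edges, Bresu_0049 changed by 0.27 and Bresu_0093 by -0.05. Within the block Bresu_0057 changed by -0.41 and was past the adjusted p cutoff but not 2-fold. A constant share of cells or reads that kept the region would leave the same share of the WT level in each gene. Among the called genes the level left in *gcrA* ranged from 0.325% to 40.1% of WT, it was 75.4% in Bresu_0057, and the log2 fold changes of the called genes differed by far more than their errors (chi-square per degree of freedom 97). This argues against such a mixture as the whole cause. A loss of the region from the DNA of *gcrA* cells, with the remaining reads coming from similar sequences, cannot be told apart from lower transcription in these libraries, because DNA was not measured and no genome sequence was searched here. The study reports that PCR still found the phage genes in the *gcrA* strain, which argues against such a loss. The lowest level left was 0.325% of WT, in Bresu_0082.

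A second region changed in *gcrA* in the other direction. Among windows of 10 neighbouring genes, those with a median change over 2-fold in *gcrA* lay around the operon (lower) and from Bresu_1378 to Bresu_1391 and Bresu_1393 to Bresu_1410 (higher). The latter holds an integrase, an endolysin and a DNA methyltransferase gene, while most of its products are hypothetical proteins. All 15 of its genes were higher in *gcrA*, with a median of 0.96, and the lowest median with 1 library left out was 0.949. With edgeR 7 of the 15 passed the adjusted p cutoff and 5 were called, and of the 4 with a mean of 10 CPM or more over the WT and *gcrA* libraries 2 passed it, with a median of 0.55. Low counts alone are argued against, since reordering the log2 fold changes 1000 times among genes of like level never gave a window median as high as the 1.28 seen here (highest 0.948, p 0.000999). Under the 9 other splits of these libraries the median of the region was at most 0.4 in size and 0 of its genes passed. The largest window median anywhere, 1.39, lay in the prophage operon. Each of these splits puts *gcrA* and WT libraries on both sides, which shrinks any real difference, so they cannot decide whether the region changed. Reads shared with the prophage operon would fall with it, whereas this region rose by 0.96. In *ccrM* the median was 0.03, while Bresu_1401 to Bresu_1404 were called higher there. Reads from other similar sequences were not tested, and a biological difference between *gcrA* and WT stays open as untested. In *ccrM* the only such window lay from Bresu_2954 to Bresu_2968, with 7 of 15 genes called lower.

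Fold changes in *gcrA* fell slightly with the distance of a gene from *dnaA*, counted in genes along the circular chromosome. Spearman's rho across 3197 genes, which are not independent, was -0.193 in *gcrA*, -0.08 in *ccrM* and -0.0525 between the mutants. The 10% of genes nearest *dnaA* had a median log2 fold change of 0.0948 in *gcrA* and the farthest 10% -0.0873. The highest median, 0.121, was that of the third 10% from *dnaA*, so the medians did not fall at every step. Reordering blocks of 50 neighbouring genes 10000 times gave p 1e-04 for *gcrA*, the smallest that such a test can give, 0.0197 for *ccrM* and 0.125 between the mutants (adjusted over the 3 contrasts 3e-04, 0.0296 and 0.125). Clustering of neighbours is thus argued against for *gcrA*. The mutants were not shown to differ in this over all genes, although without called genes p was 3e-04. Called genes do not carry the trend, since rho was -0.248 without them, and neither does the expression level (-0.191 after adjustment). The weakest value with 1 library left out was -0.171, without *gcrA* replicate 2. All 3 *gcrA* libraries showed it against WT (-0.141, -0.203 and -0.162), and the WT libraries against each other lay between -0.0563 and 0.0253. A different replication state of the cultures, with more gene copies near the origin, is a candidate explanation for the higher medians nearer *dnaA*. DNA was not measured here, so this explanation cannot be told apart from other causes of such a trend.

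The rise of *murC* next to *ccrM* (log2 fold change 1.48) was seen in all 3 *ccrM* libraries. Transcription from the integrated plasmid may cause it, and cannot be told apart from an effect of lost methylation, because each *ccrM* library carries the integration. The *ccrM* transcript itself showed no detectable change (0.12, and 0.0448 to 0.269 on leaving out 1 library), so it gives no check of the labels. An exchange of single libraries is argued against by the 9 of 9 libraries whose 2 nearest libraries carry the same label. An exchange of all WT and *ccrM* libraries would leave that count as it is, but it would reverse the sign of each change in *ccrM*. The study reports that RT-qPCR in *ccrM* matched its RNA-seq for all genes measured except *ctrA*, which argues against such an exchange.

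In the authors' deposited table for *ccrM* against WT, 1082 genes had an IHW adjusted p under 0.01, and 98 of them also had a deposited log2 fold change beyond 1 in size. With the ratio of group means of size-factor counts in place of the deposited fold change, 129 genes passed, 55 higher and 74 lower, and 128 of these were among the 130 edgeR calls. For *gcrA* the authors' deposited table gave 121 and 131 genes in the same way, and between the mutants 162 and 185. Shrinkage toward 0 of the deposited values may explain the difference. In *ccrM* the deposited log2 fold change was at a median of 0.836 times the log2 ratio of group means in the 25 changed genes with a mean count under 100, and 0.961 times in the other 104, and in none of them was it above 0.985 times the ratio.

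For *ctrA* in *ccrM*, RNA-seq and RT-qPCR differ in direction. The log2 fold change here was 1.01 (adjusted p 6.02e-06, edgeR quasi-likelihood test), higher in all 3 *ccrM* libraries than in the WT libraries. The study reports a lower level by RT-qPCR, names this difference itself, and found the other genes that it measured this way in *ccrM* to match its RNA-seq. RT-qPCR values were not used here, and the reason for the difference was not tested.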
